A study of Mus musculus with 2 samples. Its data were reported in "Hepatocyte-specific CCAAT/enhancer binding protein α restricts liver fibrosis progression" (2024).

How the data were processed

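Liver cells of mice kept for 2 weeks on HFCFD, a diet rich in fat, cholesterol and fructose (40% per the labels), were profiled by droplet single-cell RNA sequencing. Per the labels, 1 sample came from a mouse liver with knockout of Cebpa, which the series describes as specific to hepatocytes, and 1 from a wild-type liver. The livers were perfused and digested, the cells were purified on a Percoll gradient, and each sample was loaded on its own capture lane of the 10x Genomics 3' v3.1 chemistry, with a target of up to 6000 cells per lane.

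The deposited matrix holds whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger 7.1.0 per the file headers. UMIs mark single cDNA molecules, so PCR copies are counted once. The genome build, the annotation, the cell calling, whether intronic reads were counted, and whether the libraries were thinned to equal depth when they were joined are not given in the sources used here. Both libraries share 1 matrix of 32285 genes, and each barcode ends in the suffix 1 or 2. No label ties a suffix to a sample. The genotype of either library was not inferred from its order or its values, so the matrix was treated as 1 pool, and values are also given for the libraries with suffix 1 and suffix 2 as unassigned libraries. The planned ratio of knockout to wild type per cell class was not computed. Cells are not replicates, so no test was run and no p-value is given.

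Cells were kept with at least 500 UMIs, at least 200 detected genes and at most 25% of UMIs from the 13 mitochondrial genes. Scrublet (scanpy 1.11.5) was run on each library. Its own threshold marked 0 of 11617 cells in the library with suffix 1 and 2 of 6088 cells (0.03%) in the library with suffix 2. A caller that marks under 0.5% of over 5000 cells was taken not to have worked, so doublets remain in the data. Counts were scaled to 10000 per cell and log transformed, 2000 variable genes were chosen with the study list and the sex genes left out, and 30 principal components, 15 neighbours and Leiden clustering (igraph 0.11.9, resolution 1) were used. Neighbours were weighted by shared neighbours. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 were used.

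Clusters were named "X-like" only from marker lists for 16 cell types that were fixed before the data were examined. A cluster took the name of the list with the highest mean log2 ratio of its CPM (UMIs of a gene per 1000000 UMIs, with 10 added) to the lower quartile (25%) over clusters. The mean had to reach 1, and at least 3 markers and more than 50% of the list had to be at least 2 times that quartile. The score of the next list had to stay at or below 0.75 of the highest. A cluster was also left unnamed when its 10 leading genes held more markers of another type, or when its median UMI count in a library was below that library's divided by 3 and none of its own markers was among its leading genes. The limit of 0.75 and the need for more than 50% of the list were set after the clusters were seen. The choice of variable genes was also changed after a first clustering gave many clusters without markers. Of 33 clusters, 25 were named and 8 were not. Unnamed clusters held 15.5% of the cells with suffix 1 and 20.5% of those with suffix 2. Most of these, 13.2% and 16.4% of cells, were in clusters whose highest score was for hepatocytes.

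UMIs were summed over the cells of a class and given as CPM with exact Poisson 95% intervals. Shares carry exact binomial (Clopper-Pearson) 95% intervals. Both kinds of interval cover counting error only, not the difference between animals or preparations. Intervals of UMIs also leave out the uneven spread of UMIs over cells. A count of 0 allows up to 3 UMIs. To compare shares of cells with an Spp1 UMI across depths, cells were thinned at random to 1000 UMIs and shallower cells were left out. B-like and T-like cells were taken to lack Spp1 and gave the background from free RNA. That they lack it was assumed and not tested. Genes named in the text are a study list of 28 genes and 5 sex genes fixed before the data were examined, and the 5 genes with the largest and the 5 with the smallest ratio of CPM between the libraries in hepatocyte-like cells. Those 10 were taken from genes of at least 100 CPM in either library, without mitochondrial genes, ribosomal protein genes and cell type markers, with 3 UMIs added to both sums. On simulated counts for 32285 genes with 200 changed, 199 of the 200 genes with the largest simulated ratios were changed ones, and 95.4% of 1337 Poisson intervals held the true value. The simulated counts were themselves Poisson, so this checks the calculation only. It does not show that the intervals hold for real UMIs.

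Gene positions were looked up by Ensembl ID in GENCODE release M21 on GRCm38, in which 32158 of the 32285 IDs (99.6%) were found. This is a reference annotation and may differ from the one the authors counted on. Alternatives were fixed before the data were examined: other filters, doublets kept, other clustering resolutions, study genes allowed in the clustering, a class per cell without clustering, means over cells, subtraction of the level in B-like cells, and other thinning depths. For the named genes they were a minimum of 20 CPM, doublets kept and CPM without mitochondrial genes. A further 4 alternatives were chosen after seeing the data, and so were all tests of technical explanations. Doublets kept differs from the main setting by 2 cells, so it does not test the effect of doublets.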

Results

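Single-cell RNA sequencing was performed on 2 liver samples from mice fed HFCFD for 2 weeks, a diet used to bring on steatohepatitis. The labels name 1 Cebpa knockout and 1 wild-type sample. CEBPA is a transcription factor of hepatocytes, and the study asked in which liver cells Spp1, the gene for osteopontin, is expressed when hepatocytes lack it. The joined matrix held 32316 barcodes and 112403889 UMIs. The library with suffix 1 had 17313 barcodes and 60048646 UMIs (median 1515 per barcode), and the library with suffix 2 had 15003 barcodes and 52355243 UMIs (median 2076). Neither library can be assigned to a genotype from the labels, and there were no replicates, so the values below are those of a pool and of a pair of unassigned libraries.

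The share of mitochondrial UMIs separated the libraries. Its median per barcode was 4.07% with suffix 1 and 41.3% with suffix 2. The limit of 25% left out 5681 barcodes (32.8%) with suffix 1 and 8913 barcodes (59.4%) with suffix 2. After the filter, 11617 and 6088 cells remained, with medians of 1424 and 2309.5 UMIs and 645 and 906 detected genes. The sex genes were those of males in both libraries: Ddx3y was at 71.8 CPM (69.3 to 74.5) with suffix 1 and at 68.8 CPM (65.6 to 72.0) with suffix 2, while 1 and 2 UMIs of Xist were found.

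**Figure D1:**
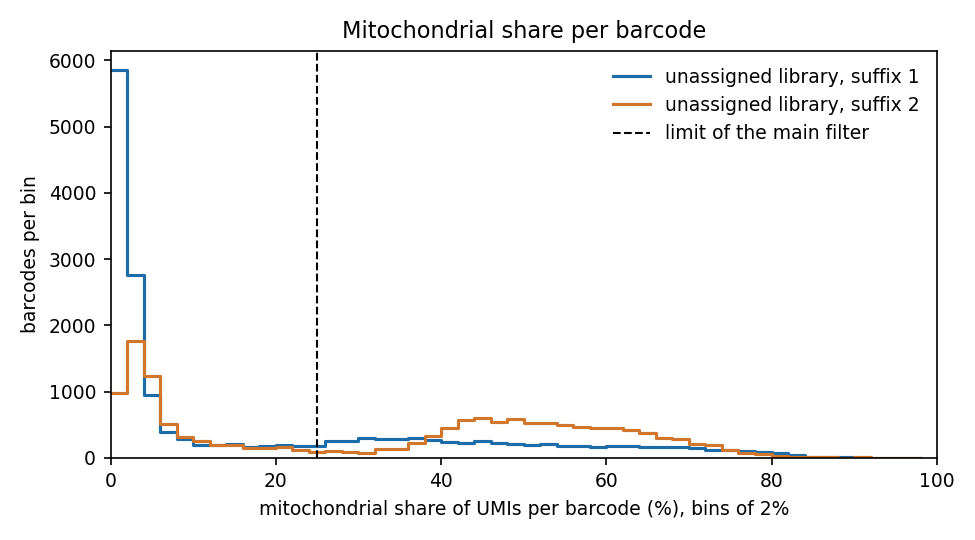
The horizontal axis is the mitochondrial share of UMIs per barcode in bins of 2% and the vertical axis the number of barcodes per bin, with 1 line per unassigned library and the limit of 25% as a dashed line. Most barcodes with suffix 1 lie below the limit, while 59.4% of those with suffix 2 lie above it.

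Hepatocyte-like cells made up 7770 of 11617 cells with suffix 1 (66.9%, 95% interval 66.0% to 67.7%) and 2944 of 6086 with suffix 2 (48.4%, 47.1% to 49.6%). T-like cells were 4.48% and 8.84%, Kupffer or macrophage-like cells 2.72% and 8.36%, B-like cells 1.72% and 2.69%, endothelial-like cells 1.14% and 2.71%, and cholangiocyte-like cells 0.508% (59 cells) and 0.592% (36 cells). Without any filter on cells, 14879 of 17312 barcodes with suffix 1 and 12557 of 15002 with suffix 2 were hepatocyte-like. The hepatocyte-like class was mostly shallow. Its median was 1322 UMIs with suffix 1 and 1715.5 with suffix 2, and only 660 and 515 of its cells had at least 5000 UMIs, a limit chosen after seeing the data. Different clusters held the deep cells of each library: cluster 11 had 546 cells with suffix 1 and 3 with suffix 2 (median 26761 UMIs), and cluster 15 had 1 and 401 (median 15771.5 UMIs). The shallow cells were split as well: cluster 1 had 1450 and 39 cells, cluster 2 had 1424 and 24, cluster 3 had 16 and 1431, and cluster 8 had 811 and 23. In all, 6169 of the 10714 hepatocyte-like cells (57.6%) were in clusters with over 90% of their cells from 1 library. A cluster mostly of 1 library may reflect that library rather than a cell type.

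Cebpa, the gene targeted in the study, lies on chromosome 7 at 35119293 to 35121928, plus strand, in the GRCm38 reference annotation (ENSMUSG00000034957, protein coding, 1 or 2 exons depending on the transcript). Gm45091 overlaps it on the minus strand. The part of Cebpa deleted in the mice is not given in the sources used here, so whether the 3' tags counted here lie within it is unknown. In hepatocyte-like cells, Cebpa was at 0.94 CPM (95% interval 0.60 to 1.39, 24 UMIs) with suffix 1 and at 100.5 CPM (94.9 to 106.3, 1211 UMIs) with suffix 2, and at 32.8 CPM in the pool. The alternative that moved it most gave each cell a class without clustering, at 10.0 CPM with suffix 1, and with suffix 2 it was the absence of a filter, at 51.8 CPM. In Kupffer or macrophage-like cells Cebpa was at 137.0 CPM (123.6 to 151.4) with suffix 1 and 169.1 CPM (155.9 to 183.0) with suffix 2, which were the highest class levels in each library. T-like cells had 3.08 CPM (1.33 to 6.08) and 21.6 CPM (16.4 to 28.1), and erythroid-like cells with suffix 1 had 0 UMIs of Cebpa, which allows up to 2.47 CPM.

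**Figure D2:**
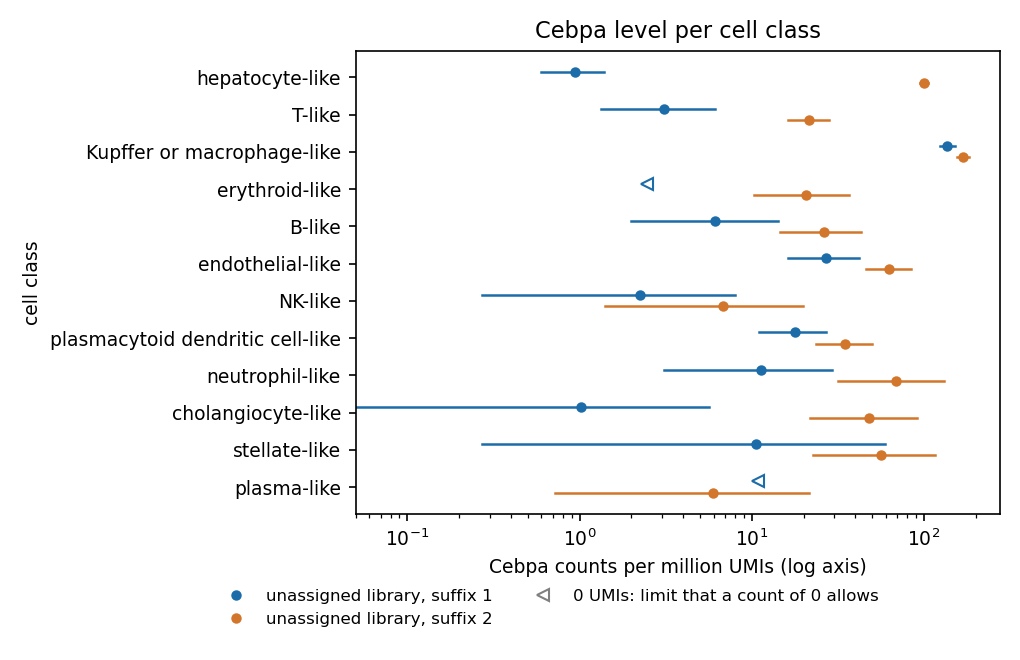
Points show Cebpa CPM on a log axis for each cell class (rows) in each unassigned library, lines are exact Poisson 95% intervals cut off at the left edge of the axis, and open triangles mark the limit that a count of 0 allows. Kupffer or macrophage-like cells lie at 137.0 and 169.1 CPM, and hepatocyte-like cells at 0.94 and 100.5 CPM.

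Spp1 lies on chromosome 5 at 104435118 to 104441050, plus strand, in the GRCm38 reference annotation (ENSMUSG00000029304, protein coding, 4 to 8 exons depending on the transcript). The annotation places Gm42793 over it on the same strand, so its counts depend on how shared reads were treated. The comparison between cell classes was made within each library. Cholangiocyte-like cells had the highest level in both, at 17298 CPM (17039 to 17561, 59 cells) with suffix 1 and 13677 CPM (13154 to 14216, 36 cells) with suffix 2. With suffix 2, 24 of the 36 cells had an Spp1 UMI, 1 cell held 646 of the 2574 UMIs, the level without it was 11767 CPM and the median cell was at 4212 CPM. Hepatocyte-like cells had 455 CPM (447 to 464) with suffix 1 and 71.85 CPM (67.1 to 76.8) with suffix 2. Giving each cell a class without clustering moved these values most, to 777 and 154 CPM, and left no cholangiocyte-like cell. In B-like cells, the background from free RNA, Spp1 was at 114.9 CPM (92.9 to 140.7) and 20.96 CPM (10.8 to 36.6). Kupffer or macrophage-like cells, at 82.8 CPM (72.5 to 94.2) and 15.5 CPM (11.7 to 20.2), did not lie above the B-like CPM of their library. T-like cells had 106.0 CPM (93.8 to 119.3) and 8.89 CPM (5.63 to 13.3).

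In the library with suffix 1, endothelial-like cells had 422 CPM of Spp1 (375 to 472), but 1 cell held 221 of the 297 UMIs and the level without it was 110.4 CPM. With suffix 2 they had 9.37 CPM (3.77 to 19.3). In deep hepatocyte-like cells of at least 5000 UMIs, Spp1 was at 571 CPM (559 to 583) with suffix 1 and 75.7 CPM (69.7 to 82.0) with suffix 2. Shallower hepatocyte-like droplets had 296 CPM (285 to 306) and 64.7 CPM (57.2 to 72.9). These shallow droplets held a mean of 0.448 and 0.111 Spp1 UMIs each, against 0.47 and 0.073 in B-like cells, while deep hepatocyte-like cells held 12.8 and 1.16.

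**Figure D3:**
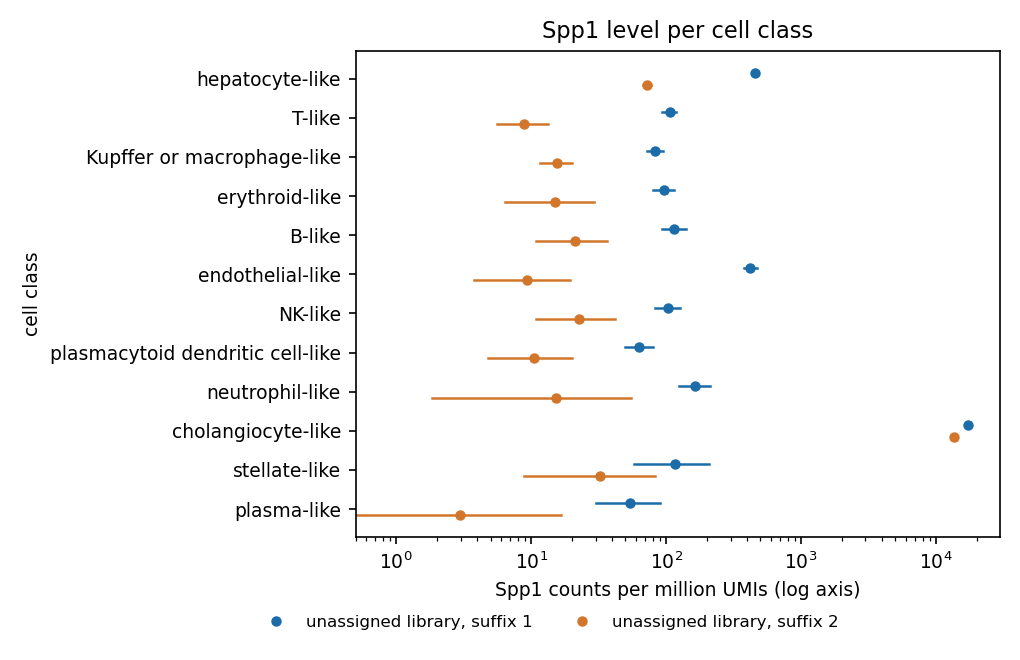
Points show Spp1 CPM on a log axis for each cell class (rows) in each unassigned library, and lines are exact Poisson 95% intervals cut off at the left edge of the axis. Cholangiocyte-like cells lie at 17298 and 13677 CPM, and hepatocyte-like cells are the next highest class in each library, at 455 and 71.85 CPM.

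At least 1 Spp1 UMI was found in 37.1% of hepatocyte-like cells with suffix 1 (36.0% to 38.2%) and in 38.5% of B-like cells (31.7% to 45.6%), at medians of 1322 and 3504.5 UMIs. After thinning to 1000 UMIs, which left out 2084 hepatocyte-like cells and 1 B-like cell, the shares were 23.8% (22.7% to 24.9%) and 12.6% (8.30% to 17.98%). With suffix 2 the shares were 13.6% (12.4% to 14.9%) and 7.32% (3.84% to 12.4%) before thinning, at medians of 1715.5 and 2996.5 UMIs. After thinning, which left out 647 and 1 cells, they were 5.44% (4.55% to 6.45%) and 1.84% (0.381% to 5.28%), with overlapping intervals. Thinning to 500 UMIs left out no cell. It gave 14.7% (13.9% to 15.5%) and 6.5% (3.51% to 10.9%) with suffix 1, but 2.99% (2.40% to 3.67%) and 2.44% (0.668% to 6.13%) with suffix 2, where the intervals overlap. In T-like cells, at medians of 4626 and 4249.5 UMIs, the shares before thinning were 35.4% (31.3% to 39.7%) with suffix 1 and 4.28% (2.73% to 6.35%) with suffix 2. They were 9.46% (7.08% to 12.3%) and 1.32% (0.532% to 2.70%) at 1000 UMIs, with 2 and 7 cells left out, and 4.81% (3.13% to 7.02%) and 0.743% (0.203% to 1.89%) at 500 UMIs. Thinned hepatocyte-like shares thus lay above those of T-like cells in both libraries. They lay above those of B-like cells beyond the intervals only with suffix 1. This does not tell Spp1 of hepatocytes from free RNA. If free RNA adds a similar number of UMIs to every droplet, thinning removes more of it from deeper cells. B-like and T-like cells were deeper than hepatocyte-like cells, so free RNA alone could give this order. In cholangiocyte-like cells the thinned shares were 91.4% (81.0% to 97.1%) and 66.7% (49.0% to 81.4%). In Kupffer or macrophage-like cells they were 7.79% (5.06% to 11.4%) and 1.82% (0.836% to 3.43%), within or below those of B-like cells. These cells were deeper still, at medians of 8468.5 and 6394 UMIs, so the thinned shares do not decide here either. Before thinning they were 43.0% and 7.27%. Per cell, Spp1 averaged 0.731 UMIs (0.64 to 0.832) with suffix 1, above the 0.47 (0.38 to 0.575) of B-like cells. With suffix 2 it averaged 0.11 (0.083 to 0.143) against 0.073 (0.038 to 0.128), where the intervals overlap. These means rest in part on single Kupffer or macrophage-like cells. With suffix 1, 1 cell held 31 of the 231 UMIs and 200 remained without it. With suffix 2, 1 cell held 16 of the 56 UMIs and 40 remained.

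Of all 34668 Spp1 UMIs in the kept cells, cholangiocyte-like cells held 56.4% (55.8% to 56.9%), hepatocyte-like cells 36.1% (35.6% to 36.6%) and Kupffer or macrophage-like cells 0.828% (0.735% to 0.929%). With suffix 1 the cholangiocyte-like and hepatocyte-like shares were 54.8% (54.2% to 55.3%) and 37.6% (37.1% to 38.2%) of 30990 UMIs. With suffix 2 they were 70.0% (68.5% to 71.5%) and 23.5% (22.2% to 24.95%) of 3678 UMIs. This order depended on the filter. The share of Spp1 UMIs, hepatocyte-like, suffix 1 was 54.0% with no filter on cells and 51.8% with a mitochondrial limit of 50%, and the share of Spp1 UMIs, cholangiocyte-like, suffix 1 was then 39.4% and 42.7%. The order also changed in the pool, where the share of Spp1 UMIs, hepatocyte-like, pool was 52.2% and 49.5% and the share of Spp1 UMIs, cholangiocyte-like, pool was 41.3% and 44.8%. With suffix 2 it held under both. A class per cell, which names no cholangiocyte-like cell, left hepatocyte-like cells with the larger share in both libraries.

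Among the other genes of the study list, Smpdl3b in hepatocyte-like cells was at 6.32 CPM (5.39 to 7.38) with suffix 1 and 0.58 CPM (0.23 to 1.2) with suffix 2. Cebpb was at 260.8 CPM (254.6 to 267.1) and 187.2 CPM (179.5 to 195.1). Sox9 was at 5.50 CPM (4.63 to 6.49) and 16.5 CPM (14.3 to 19.0), Hes1 at 19.75 CPM (18.1 to 21.6) and 27.4 CPM (24.5 to 30.5), and Atf3 at 1.56 CPM (1.12 to 2.13) and 3.40 CPM (2.44 to 4.61). Alb was at 34136 CPM (34065 to 34208) and 39834 CPM (39721 to 39947). The remaining genes of the list, among them Notch1, Notch2, Cd44, Itgav, Ptprc, Tgfb1, Gys2 and Timp2, had overlapping intervals between the libraries. Il6 had 0 UMIs in hepatocyte-like cells of either library, which allows up to 0.12 and 0.25 CPM. These are levels in single libraries without a genotype.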

Values the study reported

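In isolated hepatocytes of mice whose hepatocytes lack CEBPA, the study reported Spp1 mRNA at roughly 40 times the level of controls.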

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

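All tests here were chosen after the values were seen. Droplets over the mitochondrial limit were outside the classes of the report and held UMIs of both genes, above the limit that a count of 0 allows. Free RNA can put either gene above that limit in a large set of droplets, though not in every set. With suffix 1, the 304 erythroid-like cells held 0 UMIs of Cebpa. With suffix 1, 5675 such droplets with enough UMIs and genes had Spp1 at 217.1 CPM (210.4 to 223.9) and Cebpa at 3.78 CPM (2.95 to 4.78). With suffix 2, 8886 droplets had Spp1 at 29.5 CPM (27.4 to 31.6) and Cebpa at 27.2 CPM (25.3 to 29.3). B-like cells, the background, had Spp1 at 114.9 CPM (92.9 to 140.7) and 20.96 CPM (10.8 to 36.6) and Cebpa at 6.11 CPM (1.99 to 14.3) and 26.2 CPM (14.7 to 43.2). In CPM, only Spp1 with suffix 1 lay above the interval of B-like cells. CPM counts mitochondrial UMIs, for which these droplets were selected, and B-like cells averaged only 220.8 and 243.7 of them. This lowers the CPM of the droplets, so a level not above that of B-like cells decides nothing. Free RNA without a cell was tested by the mitochondrial UMIs per droplet, which averaged 1829 with suffix 1 and 1683 with suffix 2. This decides nothing, because the droplets were selected for a high mitochondrial share. An earlier version of the test, replaced after its result was seen, compared Spp1 UMIs per 1000 Alb UMIs. It gave 7.59 (7.36 to 7.83) with suffix 1 and 0.94 (0.87 to 1.01) with suffix 2, against 9.3 and 1.1 in the 9 immune, erythroid, plasma and stellate classes together. Hepatocytes make Alb themselves, so a ratio no higher than that of free RNA does not decide either. Per droplet, Alb averaged 93.2 UMIs with suffix 1 and 93.5 with suffix 2, against 56.2 and 66.8 in the 9 classes together and at most 80.3 and 92.3 in a single one. This goes against free RNA as the whole source of Alb with suffix 1, and hardly differs from the highest class with suffix 2. Spp1 averaged 0.708 (0.686 to 0.73) and 0.088 (0.082 to 0.094), against 0.522 (0.49 to 0.556) and 0.074 (0.061 to 0.088). These are higher with suffix 1, but single classes among the 9 ranged from 0.344 to 0.938 with suffix 1 and from 0.038 to 0.11 with suffix 2. Free RNA and damaged hepatocytes both stay open as sources of the Spp1 and Cebpa UMIs. The libraries carry no genotype, and no biological explanation was tested.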

How the results depend on the processing

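The main values of Spp1 in CPM were 455 and 71.85 in hepatocyte-like, 17298 and 13677 in cholangiocyte-like, 82.8 and 15.5 in Kupffer or macrophage-like and 114.9 and 20.96 in B-like cells (suffix 1, then suffix 2). Cholangiocyte-like cells stayed above hepatocyte-like cells in both libraries under the 12 of 13 alternatives that gave both values, and hepatocyte-like cells stayed above B-like cells under all 13. Kupffer or macrophage-like cells were above B-like cells under 1 of 13, a class per cell. The values below moved by more than their 95% counting interval. The cause was not tested unless given.

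Spp1 CPM, hepatocyte-like, suffix 1 was 428.7 with no filter on cells, 290.6 and 512.6 with mitochondrial limits of 10% and 50%, 384 with a minimum of 1000 UMIs, 412 with study genes allowed in the clustering, 777.3 with a class per cell, 338.6 as a mean over cells and 340.2 with the B-like CPM subtracted. Spp1 CPM, hepatocyte-like, suffix 2 was 44.25 with no filter, 58.7 and 60.8 with limits of 10% and 50%, 154.2 with a class per cell, 65.5 as a mean over cells and 50.9 with the B-like CPM subtracted. The limit of 10% removes most deep hepatocyte-like cells, whose clusters 11 and 15 have median mitochondrial shares of 17.2% and 17.7%.

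Spp1 CPM, cholangiocyte-like, suffix 1 was 17821 with no filter, 11875 and 15934 with limits of 10% and 50%, 13829 with a minimum of 1000 UMIs, 16769 with study genes allowed and 13734 as a mean over cells. Spp1 CPM, cholangiocyte-like, suffix 2 was 14727 with no filter, 15699 and 15657 with limits of 10% and 50% and 7866 as a mean over cells.

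The share of Spp1 UMIs, hepatocyte-like, suffix 1 was 54.0% with no filter, 16.2% and 51.8% with limits of 10% and 50%, 30.8% with a minimum of 1000 UMIs, 39.5% at resolution 0.5, 34.2% with study genes allowed and 95.7% with a class per cell. The share of Spp1 UMIs, hepatocyte-like, suffix 2 was 37.6% with no filter, 12.3% and 30.9% with limits of 10% and 50%, 25.5% at resolution 0.5 and 99.5% with a class per cell. The share of Spp1 UMIs, cholangiocyte-like, suffix 1 was 39.4% with no filter, 76.7% and 42.7% with limits of 10% and 50%, 63.2% with a minimum of 1000 UMIs and 58.6% with study genes allowed. The share of Spp1 UMIs, cholangiocyte-like, suffix 2 was 56.2% with no filter and 83.7% and 62.3% with limits of 10% and 50%. A class per cell named 11189 of 11617 cells with suffix 1 hepatocyte-like and none cholangiocyte-like.

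Cebpa CPM, hepatocyte-like, suffix 1 was 10.0 with a class per cell and 0.55 as a mean over cells. Cebpa CPM, hepatocyte-like, suffix 2 was 51.8 with no filter, 89.3 and 79.8 with limits of 10% and 50%, 88.85 with a class per cell and 86.7 as a mean over cells. With a class per cell, Cebpa CPM, Kupffer or macrophage-like, suffix 1 was 108.8 and Cebpa CPM, Kupffer or macrophage-like, suffix 2 was 242.4. Spp1 CPM, Kupffer or macrophage-like, suffix 1 was 67.7 with the limit of 10%, 116.0 with a class per cell and 104.9 as a mean over cells, and Spp1 CPM, Kupffer or macrophage-like, suffix 2 was 9.02 with the limit of 10%. With a class per cell, Spp1 CPM, B-like, suffix 1 was 80.1 and Spp1 CPM, B-like, suffix 2 was 5.27.

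With the B-like CPM subtracted, these fell below 0: Spp1 CPM, Kupffer or macrophage-like, suffix 1 (-32.1), Spp1 CPM, Kupffer or macrophage-like, suffix 2 (-5.44), Spp1 CPM, Kupffer or macrophage-like, pool (-31.4), Spp1 CPM, T-like, suffix 1 (-8.92), Spp1 CPM, T-like, suffix 2 (-12.1) and Spp1 CPM, T-like, pool (-18.7). So did Spp1 CPM, erythroid-like, suffix 1 (-18.7), Spp1 CPM, erythroid-like, suffix 2 (-6.01), Spp1 CPM, erythroid-like, pool (-4.88), Spp1 CPM, endothelial-like, suffix 2 (-11.6), Spp1 CPM, NK-like, suffix 1 (-12.4) and Spp1 CPM, NK-like, pool (-0.07). Further ones were Spp1 CPM, plasmacytoid dendritic cell-like, suffix 1 (-51.55), Spp1 CPM, plasmacytoid dendritic cell-like, suffix 2 (-10.45), Spp1 CPM, plasmacytoid dendritic cell-like, pool (-35.05), Spp1 CPM, neutrophil-like, suffix 2 (-5.65) and Spp1 CPM, stellate-like, pool (-7.39). The last were Spp1 CPM, plasma-like, suffix 1 (-60.7), Spp1 CPM, plasma-like, suffix 2 (-17.99) and Spp1 CPM, plasma-like, pool (-50.15).

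Of the 4 alternatives chosen after seeing the data, high doublet scores (above 0.25) left out moved none of these values. With clusters named by the highest score alone, the share of Spp1 UMIs, hepatocyte-like, suffix 1 was 39.5% and the share of Spp1 UMIs, hepatocyte-like, suffix 2 was 25.5%. In hepatocyte-like cells of at least 5000 UMIs, Spp1 CPM, hepatocyte-like, suffix 1 was 571.1 and Cebpa CPM, hepatocyte-like, suffix 2 was 108.7. With cells of other classes that had 2 or more of 7 cholangiocyte markers left out, Spp1 CPM, hepatocyte-like, suffix 1 was 287.8, Spp1 CPM, hepatocyte-like, suffix 2 was 59.8 and Spp1 CPM, Kupffer or macrophage-like, suffix 1 was 70.6. The share of Spp1 UMIs, hepatocyte-like, suffix 1 was then 21.4%, the share of Spp1 UMIs, hepatocyte-like, suffix 2 was 17.1%, the share of Spp1 UMIs, cholangiocyte-like, suffix 1 was 71.4% and the share of Spp1 UMIs, cholangiocyte-like, suffix 2 was 76.0%. This is no clean removal of doublets. Of these markers, Cldn3 and Cdh1 had 818 and 771 UMIs in deep hepatocyte-like cells with suffix 1, more than the 159.6 and 90.4 that doublets holding the Spp1 UMIs would bring, so deep hepatocyte-like cells are removed as well.

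Resolution 2 moved none of these values. Keeping the doublets added back only the 2 cells that the caller marked, so it says nothing about how doublets affect the values. Of the remaining values, 343 moved and 1218 did not. Of the 10 genes named by ratio, 10 were named again without mitochondrial genes and 5 with a minimum of 20 CPM. The alternatives to the knockout to wild-type ratio were not run, since no label assigns the libraries. No paired analysis was possible because there is 1 sample per genotype. The number of cells limits the small classes: there were 36 cholangiocyte-like cells with suffix 2, and 1 of them held 646 of the 2574 Spp1 UMIs.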

Other observations

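The tests in this part were all chosen after the values were seen. The first tests compared Spp1 UMIs per 1000 Alb UMIs. After their results were seen they were replaced by tests of UMIs per droplet, because free RNA should add a similar number to every droplet, and the results of both are given. The libraries carry no genotype, so no biological explanation was tested.

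Spp1 UMIs in immune, erythroid and stellate cells may come from free RNA. If so, they should follow the Alb UMIs of the same class at 1 ratio per library. In 16 of 18 pairs of class and library, the Spp1 UMIs expected from the other classes lay inside the Poisson interval of those seen. Pairs with few UMIs could hardly fall outside: with suffix 2, plasma-like cells had 1 Spp1 UMI and neutrophil-like cells had 2. The number of pairs inside therefore does not by itself single out free RNA. The ratio over these 9 classes was 9.3 Spp1 UMIs per 1000 Alb UMIs (8.73 to 9.91) with suffix 1 and 1.1 (0.92 to 1.32) with suffix 2. The exceptions were T-like cells, with 275 UMIs where 239.6 were expected with suffix 1 and 23 where 39.8 were expected with suffix 2. With suffix 1, 1 T-like cell held 38 UMIs, and 237 remained without it. A single cell also mattered in a pair that lay inside. Kupffer or macrophage-like cells with suffix 1 had 231 UMIs where 237.6 were expected, but 200 without the cell that held 31. The background thus differed between the libraries in the same direction as Spp1 in hepatocyte-like cells. It may hold more than free RNA, because the 9 classes include Kupffer or macrophage-like and stellate-like cells. The paper names Kupffer and stellate cells among those with osteopontin in a healthy liver. Kupffer or macrophage-like cells held 231 of the 968 Spp1 UMIs of the 9 classes with suffix 1 and 56 of the 125 with suffix 2.

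In the deep hepatocyte-like cells, the UMIs per cell argue against free RNA as the whole source of Spp1. The mean was 12.8 UMIs per cell with suffix 1 and 1.16 with suffix 2, against 0.522 and 0.074 over the 9 classes. Per 1000 Alb UMIs there were 15.3 (14.95 to 15.6) and 1.82 (1.67 to 1.97), above the 9.3 and 1.1 of the 9 classes although hepatocytes make Alb themselves. With suffix 2 this ratio rested on 5 cells with 241 of the 596 Spp1 UMIs: without them it was 1.1 (0.99 to 1.22), no higher than in the 9 classes, and does not exclude free RNA. The mean per cell without them was 0.696 (0.626 to 0.772), still above the highest of the 9 classes, 0.11. With suffix 1, without the 7 cells with the most Spp1 UMIs, the values were 11.4 (11.1 to 11.7) per 1000 Alb UMIs and 9.51 (9.27 to 9.75) per cell.

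Doublets with cholangiocytes were tested as the whole source of Spp1 in these deep cells. With suffix 1 the values argue against them: 63.8% of the deep cells had 3 or more Spp1 UMIs, while 0.51% of all cells were cholangiocyte-like. With suffix 2 these shares were 6.8% and 0.59%, short of the limit of 20 times that was used, and 5 cells held 40.4% of the Spp1 UMIs of the deep cells (7 cells held 26.8% with suffix 1). A further test asked whether cholangiocyte markers were there in proportion to Spp1. No background was added to the expected numbers, because Epcam with suffix 2 lay below the 21.9 UMIs that the level in the 9 classes would give. A first version with that background placed the same number of markers below. With suffix 1, 3 of 7 markers lay below the number that such doublets would bring: Epcam with 36 UMIs where 127.7 were expected, Krt19 with 5 where 53.2 were expected and Cldn7 with 16 where 56.6 were expected. With suffix 2, 2 of 7 did: Epcam with 5 where 29.0 were expected and Krt19 with 3 where 13.2 were expected. The limit set for this test, 4 of 7, was reached in neither library. Cldn3 and Cdh1 lay above the expected number in both, at 818 and 771 UMIs with suffix 1 and 452 and 251 with suffix 2, and these cells may express both themselves. Doublets thus stay open with suffix 2, and as part of the source with suffix 1.

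The first test of doublets, in which deep cells with 2 or more of the 7 markers were left out, decides nothing. Per 1000 Alb UMIs, Spp1 was then 8.29 (7.92 to 8.67) and 1.42 (1.26 to 1.58), but hepatocytes make Alb themselves, and the selection by Cldn3 and Cdh1 also removes hepatocytes. In the 402 and 405 cells left, Spp1 was at 4.75 UMIs per cell (4.54 to 4.97) with suffix 1 and 0.773 (0.69 to 0.863) with suffix 2, above the 0.522 and 0.074 of the 9 classes.

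Most hepatocyte-like droplets were shallow, and the matrix held 17313 and 15003 barcodes where up to 6000 cells per lane were the target. A candidate explanation is that many of these droplets hold free RNA and no hepatocyte. Their mean Alb UMIs were 45.0 with suffix 1 and 62.7 with suffix 2, no more than the 56.2 and 66.8 in the 9 classes together, which do not make Alb. Single classes ranged from 42.0 to 80.3 with suffix 1 and from 39.8 to 92.3 with suffix 2. The droplets lay below B-like cells (54.1) with suffix 1 but above them (54.4) with suffix 2. Alb was thus not at a similar number in every class, as the test assumed for free RNA. The sum of the 10 hepatocyte markers went the other way, at 163.9 and 207.2 UMIs against 126.7 and 138.4, though these markers also gave the class its name. Mitochondrial UMIs were fewer, at a mean of 46.9 and 97.4 against 271 and 365, which goes with free RNA but also with fragments that hold few mitochondria. Spp1 per 1000 Alb UMIs was 9.97 (9.62 to 10.3) with suffix 1, where it overlaps the ratio of the 9 classes, and 1.77 (1.57 to 2.0) with suffix 2, where it lies above it. Alb alone was first taken to favour free RNA, and that reading was dropped after the markers were seen. Empty droplets and small fragments of hepatocytes therefore cannot be told apart with these values. The share of hepatocyte-like cells in the report counts these droplets.

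The Spp1 level of endothelial-like cells with suffix 1 rested on 1 cell with 74.4% of the UMIs of the class. That cell had 15797 UMIs, 6 of 9 cholangiocyte markers and 9 of 10 endothelial markers, consistent with a doublet of an endothelial cell and a cholangiocyte.

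In hepatocyte-like cells, 1151 genes were ranked by the ratio of CPM with suffix 1 to CPM with suffix 2. The 5 largest ratios were those of Tff3 (608 and 44.9 CPM), Spink1 (105.0 and 9.71 CPM), Cyp7b1 (649 and 84.5 CPM), Selenbp2 (1118 and 146.3 CPM) and Mt2 (220.7 and 31.4 CPM). Spp1 was at rank 6. The 5 smallest were those of Cebpa (0.94 and 100.5 CPM), Orm1 (18.4 and 741.7 CPM), Hsd17b6 (20.4 and 229.6 CPM), Saa4 (13.5 and 132.8 CPM) and Hsd11b1 (36.8 and 291.4 CPM). Of the hepatocyte-like cells, 57.6% were in clusters mostly of 1 library, so these ratios compare different sets of clusters. These are values of unassigned libraries, and the ratio between the genotypes was not computed. The value and findings quoted from the study above were therefore not set against them.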
